A study of Streptomyces coelicolor with 4 samples. Its data were reported in "System-Wide Analysis of the GATC-Binding Nucleoid-Associated Protein Gbn and Its Impact on Streptomyces Development" (2022).

How the data were processed

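Gbn is the product of SCO1839 and binds DNA as a nucleoid-associated protein, a class of small proteins that coat and organise the bacterial chromosome. ChIP-Seq was done on the M145 strain of Streptomyces coelicolor in which the chromosomal copy of the gene was fused to a FLAG tag. Mycelium was crosslinked with formaldehyde at 25 h (vegetative growth) and at 48 h (sporulation), the DNA was sheared, and fragments bound to the tagged protein were collected with an anti-FLAG affinity gel. Per the labels, more plates were collected at 25 h than at 48 h, so the number of plates is confounded with the time point in every ratio of 48 h to 25 h. Total DNA of the same lysates, taken before the immunoprecipitation, served as the control. The series held 4 samples in 4 groups, namely Gbn ChIP and total DNA at 25 h and at 48 h, with 1 library per group.

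The authors aligned cleaned reads to the M145 chromosome with bowtie2, sorted them with SAMtools, and called binding regions with MACS 2.1.2. Each ChIP library was called on its own against the total DNA library of the same time point, and no libraries were pooled. Per the file headers, calls were made in single-end mode with an effective genome size of 8670000 bp and a q-value cutoff of 1e-20. Reads that share a position were all kept, and several summits were sought within a region. The fragment length d that MACS modelled was 139 bp at 25 h and 156 bp at 48 h, and reads of 50 bp were extended to that length. The shortest region that MACS reports has the length d.

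The deposited peak lists gave the start, end and summit of each call, counted from 1. The deposited pileup is a coverage signal, namely the number of extended ChIP reads over the summit. It was not scaled, because the ChIP library was the smaller of each pair. The deposited fold enrichment is a ratio computed by MACS for the authors, (pileup + 1) over (background + 1). The background is the largest of the genome mean and the total DNA signal in windows around the summit, so it cannot lie below the genome mean. The deposited −log10 p and −log10 q values come from a Poisson test of the pileup against that background within 1 library pair. They measure counting error only and carry no information on the spread between cultures.

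The ChIP libraries held 25232792 tags at 25 h and 25273066 at 48 h. The total DNA libraries held 25293943 tags at 25 h and 25316058 at 48 h. The genome mean of the pileup that follows from the tag number, d and genome size was 404.5 reads at 25 h and 454.7 reads at 48 h. The background behind each fold enrichment was calculated back from the fold enrichment and the pileup. Kept duplicates may limit the precision of these values. A summit can be covered by reads from 278 start positions on both strands at 25 h and 312 at 48 h. The listed summit of lowest pileup held 2.48 reads per possible start at 25 h and 2.15 at 48 h. The summit of highest pileup held 199 and 105. At least 59.7% of the reads over the summit of lowest pileup at 25 h, and 53.6% at 48 h, therefore shared their start with another read. Such sharing is forced by depth, since the genome mean alone is 1.46 reads per possible start at both time points. It does not show whether reads are copies of 1 molecule. Reads may therefore not be independent molecules, and the intervals on ratios of named pairs cover counting error only. Intervals on shares treat regions as trials, and those on medians describe the spread across pairs. None covers the spread between cultures.

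Lines of a list with the same start and end are summits of 1 call and were counted as 1 region, represented by its highest summit. A region was called strong when its fold enrichment was above 10. Regions of both lists were taken as shared when their overlap covered at least 50% of the shorter region. Shares were given with 95% exact binomial (Clopper-Pearson) intervals. Co-location was tested with 10000 circular rotations of the 48 h list along the chromosome, each by at least 10 kb, one-sided. The share of regions in the chromosome core, 1.5 to 6.4 Mb, was tested with 10000 rotations of each list, two-sided. Pearson and Spearman coefficients across shared pairs describe the regions, which are not independent replicates, and were given no p-value. The ratio of fold enrichments of a named pair was given with a 95% interval from exact Poisson counting of both pileups. With 1 library per time point no difference between the time points has a replicate check, and the ratios describe these libraries, not the growth stages. Fold enrichment is the authors' value within each list, so its comparison across lists rests on their normalisation to the genome mean or to total DNA.

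Groups, definitions, tests, alternatives and the rule for named regions were fixed before the data were examined. The rule named the 3 regions with the highest fold enrichment in each list. It also named the 3 highest and 3 lowest ratios of 48 h to 25 h among shared pairs with a fold enrichment above 10 in at least 1 list, and the 2 regions with the highest fold enrichment among those of 1 list only. The rule further listed genes and gene clusters, and the design held tests of the GATC motif, of GC content and of promoter windows. These need the sequence and annotation of the M145 chromosome, which were not used here, so they were not run and regions were named by position on the M145 chromosome alone. What gene, if any, lies at a named position was not analysed here.

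The alternatives were other thresholds on −log10 q and fold enrichment, other overlaps, summits in place of regions, other scalings of the ratio, subsets of pairs, and another core. Alternatives added after the data were seen are named in the closing part on processing. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated data, in which 2596 regions of the 25 h list were given a simulated partner list with 2087 planted shared regions. The calculation found 2109 shared regions, recovered 197 of 197 planted changes beyond 2-fold, and called 9 others. The planted median log2 ratio of 0.31 was returned as 0.31. Planted ratios multiplied the values of the same regions without counting noise, and no regions were joined or split. These values thus check the calculation and give no error rate for the data. Among 40 unrelated simulated lists, 0 gave a rotation p under 0.05. Those lists were themselves rotations of the partner list, so they match the null of the test by construction.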

Results

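To map the binding of Gbn along the S. coelicolor chromosome during vegetative growth and sporulation, ChIP-Seq libraries of the FLAG-tagged strain were made at 25 h and 48 h. Each time point had 1 ChIP library and 1 total DNA library, of 25232792 and 25293943 tags at 25 h and of 25273066 and 25316058 tags at 48 h. No value below has a replicate error.

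The 25 h list held 2825 summits in 2596 distinct regions, and the 48 h list held 2919 summits in 2619 distinct regions. The lists thus differed by 23 regions. Raising the threshold to a −log10 q of at least 1000 moved these numbers most, to 1280 and 1467. A single summit was listed in 2388 regions at 25 h and in 2353 at 48 h, and the remaining 208 and 266 regions had up to 4 and 5 summits. The median region was 237 bp wide at 25 h (range 139 to 1409 bp) and 275 bp wide at 48 h (range 156 to 1970 bp). Together the regions covered 8.21% of the chromosome at 25 h and 9.76% at 48 h. The median gap between neighbouring regions was 1775 bp at 25 h and 1629.5 bp at 48 h.

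Fold enrichment had a median of 5.47 at 25 h and 6.29 at 48 h, and its maximum was 96.2 at 25 h and 61.6 at 48 h. Strong regions numbered 787 at 25 h, or 30.3% (95% interval 28.6 to 32.1%). At 48 h there were 904, or 34.5% (32.7 to 36.4%). The intervals did not overlap, but they treat regions as trials within 1 library each, and the number depends on the threshold. Above a fold enrichment of 5 there were 1386 and 1537 regions.

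The highest fold enrichments at 25 h were found at 3169190 to 3169639 (96.2), 4979837 to 4980580 (93.8) and 4557107 to 4557576 (86.8). The overlapping 48 h regions had fold enrichments of 51.4, 58.3 and 54.5. In the 48 h list the highest values were those of 6261272 to 6261980 (61.6), 3080306 to 3080766 (58.3) and 4979827 to 4980603 (58.3). Their 25 h partners had 67.7, 72.2 and 93.8. The region at 4979837 to 4980580 was therefore among the 3 highest of both lists.

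To ask whether Gbn occupied the same places at both growth stages, the lists were overlapped. Of the 25 h regions 2239, or 86.2% (84.9 to 87.6%), had a 48 h partner. Of the 48 h regions 2167, or 82.7% (81.2 to 84.2%), had a 25 h partner. Rotated lists gave on average 291 shared 25 h regions (11.2%) and at most 359. For the 48 h regions they gave 288.5 on average (11.02%) and at most 348. The permutation p was 0.0001 for each list, the smallest that 10000 rotations can give. Requiring an overlap of at least 50% of both regions lowered the shares most, to 80.0% and 79.3%. Of the strong regions, 786 of 787 at 25 h and 904 of 904 at 48 h had a partner of any strength.

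The 357 regions found at 25 h only had a median fold enrichment of 3.18, against 6.49 for the shared regions of that list. The 452 regions found at 48 h only had a median of 2.97, against 8.16. None of these 357 and 452 regions touched a region of the other list. The highest values among the 25 h-only regions were 13.4 at 1388773 to 1389043 and 9.78 at 8425318 to 8425574. Among the 48 h-only regions they were 6.46 at 8551914 to 8552218 and 6.31 at 5958435 to 5958692.

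Shared regions formed 2241 pairs, in which 71 regions of the 48 h list were paired with 2 or more regions of the 25 h list, and 2 regions of the 25 h list with 2 or more of the 48 h list. Their highest summits lay a median of 4 bp apart, and in 125 pairs they lay over 100 bp apart. Across pairs, the fold enrichments at 25 h and 48 h had a Pearson r of 0.893 and a Spearman rho of 0.823. Restricting the pairs to a fold enrichment of 10 or less in both lists changed r most, to 0.453.

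**Figure D1:**
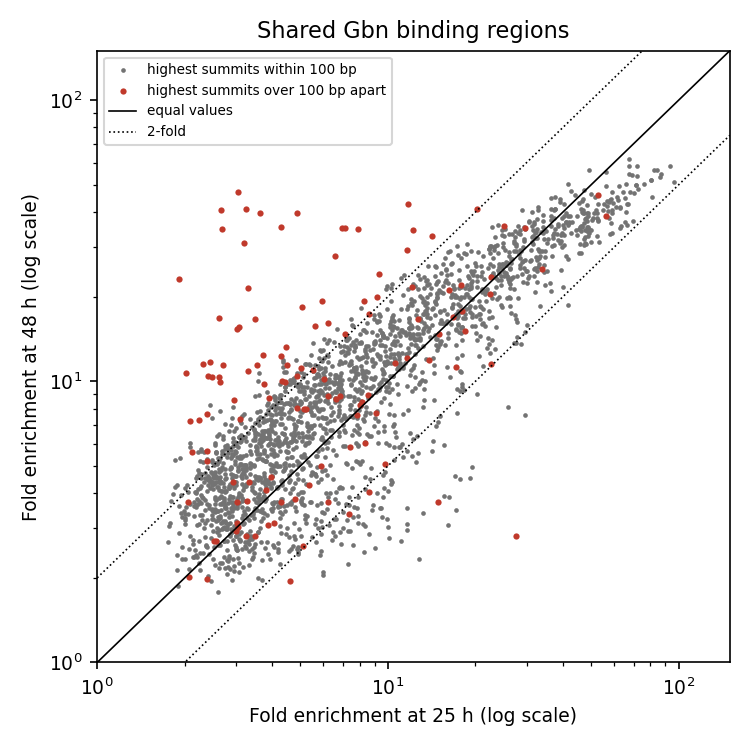
Fold enrichment at 25 h (x axis) and 48 h (y axis), both without unit and on log scales, for the 2241 pairs of shared regions. Grey points are the 2116 pairs with highest summits within 100 bp and red points the 125 pairs with summits further apart, the solid line marks equal values and the dotted lines a 2-fold difference. Red points make up 60 of the 213 pairs over 2-fold higher at 48 h, and most grey points lie below the line at the highest values.

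The median log2 ratio of fold enrichment, 48 h over 25 h, was 0.25 (95% interval of the median across pairs 0.22 to 0.28), or 1.19-fold, with quartiles of −0.19 and 0.66. As listed, 213 pairs were over 2-fold higher and 90 over 2-fold lower at 48 h. This balance depended on the centre. Relative to the median ratio, 78 pairs were over 2-fold higher and 158 over 2-fold lower. Pairs with highest summits within 100 bp gave 153 and 85 as listed, and 32 and 150 relative to the median ratio of all pairs.

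Among pairs with a fold enrichment above 10 in at least 1 list, the lowest ratio belonged to 6558495 to 6559120, from 27.5 at 25 h to 2.83 at 48 h (log2 −3.28). The highest summits of that pair lay 331 bp apart, and against the 25 h summit nearest to the 48 h summit the value was −1.05. The same 25 h region was also paired with 6558828 to 6559114, where the 48 h fold enrichment was 13.7 at a summit 2 bp away (log2 −1.01). The summit of 27.5 thus did not fall to 2.83. At 5093170 to 5093445 fold enrichment fell from 12.8 to 2.32 (log2 −2.46), a 5.51-fold difference (95% counting interval 5.17 to 5.88). At 3904539 to 3904831 it fell from 16.1 to 3.09 (log2 −2.38), a 5.21-fold difference (4.95 to 5.49). The summits of these pairs lay 12 and 9 bp apart.

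The 3 highest ratios, with log2 values of 3.96, 3.92 and 3.69, belonged to 25 h regions at 2020922 to 2021163, 2147214 to 2147406 and 6282898 to 6283094. In each of them a weak 25 h region was paired with a wide 48 h region whose highest summit lay 475, 406 and 411 bp away. Against the 25 h summit nearest to that 48 h summit, the log2 ratios were −0.45, −0.35 and 0.46. Among the 962 pairs with a fold enrichment above 10 in at least 1 list and summits within 100 bp, chosen after these values were seen, the highest ratio was found at 1286883 to 1287280. Its fold enrichment was 3.59 at 25 h and 10.7 at 48 h (log2 1.57). In this set 46 pairs were over 2-fold higher and 39 over 2-fold lower at 48 h, as listed, while 0 were over 3-fold higher and 18 over 3-fold lower. Relative to the median ratio of all pairs, 9 were over 2-fold higher and 74 over 2-fold lower.

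To ask how binding was spread over the linear chromosome, regions were counted in the core and in both arms. The core, 56.5% of the length, held 64.3% of the regions at 25 h (62.5 to 66.2%) and 62.5% at 48 h (60.6 to 64.4%). Rotation gave permutation p of 0.014 and 0.013, and both were 0.014 after Benjamini-Hochberg adjustment over the 2 lists. For a core of 2 to 6 Mb, 46.1% of the length, the shares of 51.9% and 49.8% were also above the share of length, but with p of 0.27 and 0.51. Density was 341 regions per Mb in the core at 25 h, 223 in the left arm and 260 in the right arm. At 48 h it was 334, 225 and 284.

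**Figure D2:**
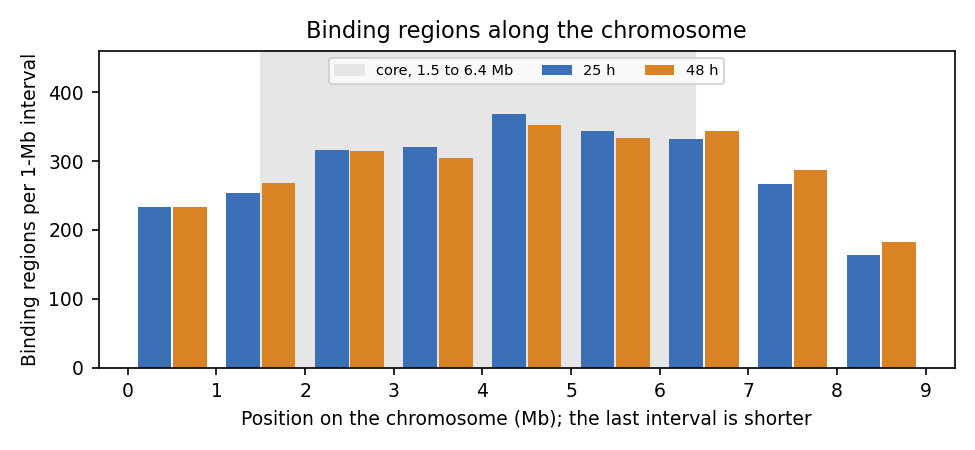
Number of binding regions (y axis) in consecutive 1-Mb intervals of the chromosome (x axis, Mb) at 25 h (blue) and 48 h (orange), with the core shaded; the last interval is shorter. Counts rise from 233 and 234 in the leftmost interval to 368 and 352 between 4 and 5 Mb.

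The background that entered the fold enrichment also varied along the chromosome. Within 1 Mb of the middle, at 4.33 Mb, the median background was 1.44 times the genome mean at 25 h and 1.17 times at 48 h. Over 2.5 Mb from the middle it was at the genome mean, the lowest value possible, at both time points. Of all summits, 44.0% at 25 h and 22.6% at 48 h had a background at the genome mean within 0.1%. The median log2 ratio of pileup, 48 h over 25 h, was 0.08 in the inner part and 0.47 in the outer part. Reads were extended further at 48 h, which alone adds 0.17 to every log2 ratio of pileup or background. The sign of the inner pileup value therefore carries no meaning, and only differences along the chromosome do. For fold enrichment, in which this constant cancels, the medians were 0.18 and 0.27.

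**Figure D3:**
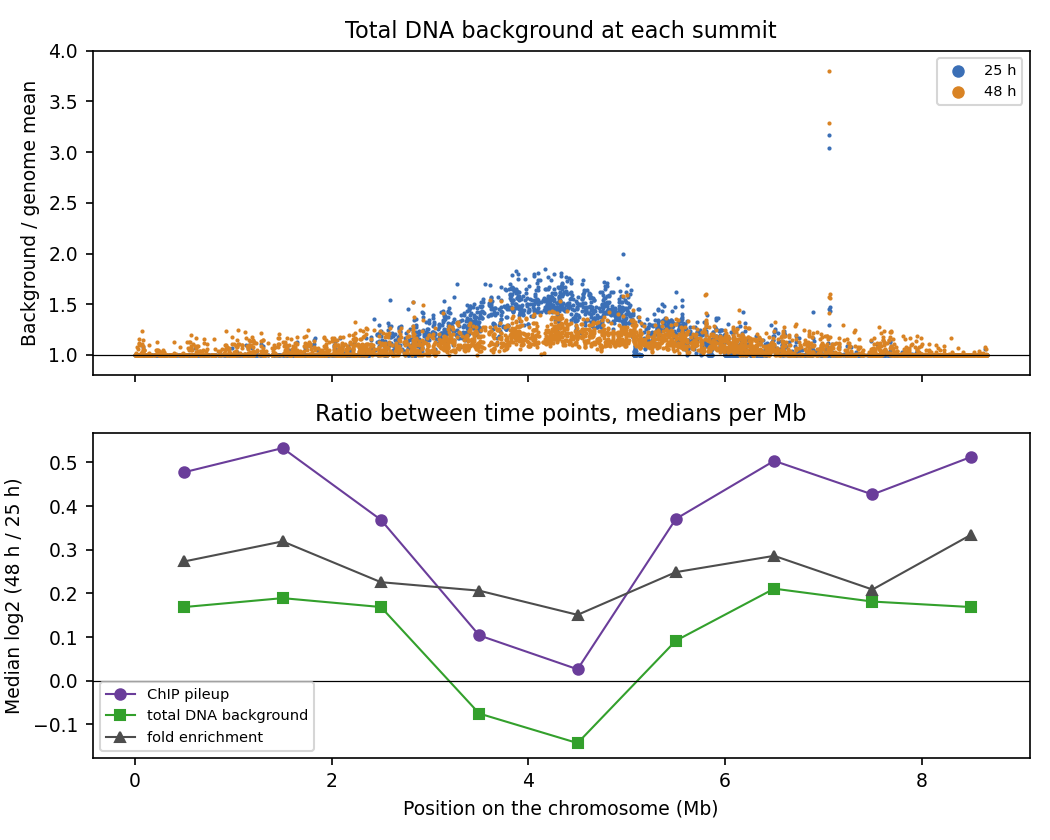
Upper panel, total DNA background over the genome mean (y axis) at each summit along the chromosome (x axis, Mb) at 25 h (blue) and 48 h (orange); lower panel, median log2 ratio of 48 h to 25 h per Mb for ChIP pileup, total DNA background and fold enrichment. Background rises towards the middle at both time points and more at 25 h. Between 4 and 5 Mb the median ratios are 0.03 for pileup, −0.14 for background and 0.15 for fold enrichment. Pileup and background ratios include 0.17 from the longer read extension at 48 h.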

Values the study reported

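The study reported 2,825 binding regions at 25 h and 2,919 at 48 h. It called sites with a fold enrichment above 10 strong. The overlap between the samples was given as more than 90%, or 2,402 binding events, with a Pearson correlation coefficient of 0.945. A GATCWT sequence was reported in 88.2% of the binding regions at 25 h and in 84.0% at 48 h. The genome was said to hold 6,501 such sequences, of which 54.5% at 25 h and 55.5% at 48 h lay in binding regions. For SCO1311 it gave a fold enrichment of 13.41 at 25 h and of 2.42 at 48 h, the latter at a local summit that was not called as a region. For SCOt23, a leucyl-tRNA gene, it gave 25.89 at 25 h and 8.10 at 48 h.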

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

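All tests in this part were chosen after the values had been seen. The total DNA libraries served only as the background of the fold enrichment, and a local excess in them drew attention. At 25 h the summit at 7060682 had a background of 3.17 times the genome mean, and at 48 h the summit at 7060677 had 3.80 times. A second summit, at 7061454 and 7061435, had 3.04 and 3.29 times. The summits within 100 kb around had a median of 1.00 at 25 h and 1.06 at 48 h, and no other summits at 25 h exceeded 1.5 times their neighbours.

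Chance in 1 library is argued against, because the position already high at 25 h was 3.58 times its neighbours in the separately made 48 h library. About 3 kb further right the 48 h background was down to 1.60 times the genome mean, so the excess was short. Extra copies of a short sequence in this strain, or reads from a related sequence elsewhere, may give such an excess, and these cannot be told apart here because the M145 sequence and the reads were not used. The design gave no biological comparison for it, and none was tested. Fold enrichment at this place was divided by the raised background, 5.52 at 25 h and 10.9 at 48 h, and depends on it.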

How the results depend on the processing

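The alternatives chosen after the data were seen were −log10 q of at least 100 and 1000, summits on their own for the strong and shared counts, mutually nearest summits within 50 bp, the pileup ratio divided by its median, and the nearest 25 h summit for named pairs. The 12 alternative values on shared regions ranged from 79.3% to 100%, each with the smallest p that 1000 rotations can give, 0.001. Thresholds of 5 and 20 on −log10 q removed no region, since the lists began above 20, and so tested nothing, for the shared regions as well.

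A −log10 q of at least 1000 left 1280 regions at 25 h and 1467 at 48 h. Strong regions became 1386 and 1537 above a fold enrichment of 5, and 404 and 434 above 20. Both follow from the thresholds. Pearson r was 0.854 on the log2 scale, 0.453 for pairs of 10 or less in both lists, 0.922 for summits within 100 bp, 0.882 for pileup and 0.920 for mutually nearest summits. A narrower range of values enters for pairs of 10 or less, and mismatched summits drop out of those within 100 bp and of the mutually nearest ones. The median log2 ratio was 0.14 in pairs above 10 in at least 1 list, and the fall of the ratio with level is weighed among the other observations.

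The numbers of pairs over 2-fold higher and lower at 48 h were 67 and 227 for pileup scaled by each list's median, and 78 and 158 for the ratio divided by its median. They were 96 and 172 for the pileup ratio divided by its median, and 94 and 41 for pairs above 10 in at least 1 list. The first 3 of these move the centre by construction, and the last counts fewer pairs. Whether more pairs rise or fall thus depends on the scaling. The 2 highest named ratios reversed to −0.45 and −0.35 against the nearest 25 h summit, because a 48 h region had joined separate 25 h regions.

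The excess of regions in the core lost its threshold for a core of 2 to 6 Mb, with 51.9% at 25 h and 49.8% at 48 h against 46.1% of the length, in the same direction. Strong regions at 25 h gave 66.8% with a p of 0.058, from 787 regions. The cause was not tested. The alternatives on the motif, GC content and promoter windows that had been set were not run, since no M145 sequence was used here. With 1 library per group no replicate could be left out. No paired analysis was possible because each group had 1 library. How depth limits the lists was not tested, as no reads were used here.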

Other observations

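The tests on the mirrored ends, on 25 h-only regions of high fold enrichment, on the fall of the ratio with level, on crowded regions near 5.1 Mb, on the q and width of regions in 1 list only, and on a widening in proportion to the fragment length were chosen only after the result was seen. The share of strong regions in the core was planned, and its use to weigh read depth was not. The test of the background behind changed pairs was planned, but its centring was changed afterwards. No pattern below has a replicate library.

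The lists counted 229 more summits than distinct regions at 25 h and 300 more at 48 h, so a count of binding regions depends on this unit. Counted by summit, 2468 of 2825 at 25 h lay in regions that touched the other list. At 48 h these were 2455 of 2919. Counted by region, 2239 at 25 h and 2167 at 48 h had a partner. The shared number quoted from the study above was not matched by any overlap rule tried here. Pearson r was 0.893 over all pairs and 0.922 for summits within 100 bp. The study attached its coefficient to a figure of coverage along the genome and did not state over which values it was computed. The r values here are therefore no check of it.

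The ratio of 48 h to 25 h fell with the level of fold enrichment. In pairs with summits within 100 bp, its median log2 was 0.35 below a mean fold enrichment of 5, 0.43 from 5 to 10, 0.25 from 10 to 20, −0.02 from 20 to 40 and −0.42 at 40 or more. Relative to the overall median the last is −0.67, and 10 of those 111 pairs were higher at 48 h. Spearman rho between ratio and mean level was −0.22 over all pairs. Pairs that join different summits are argued against, because rho was −0.24 (SE 0.020) with summits within 100 bp. Copy number of the chromosome centre as the whole cause is argued against by a rho of −0.17 (SE 0.034) over 2.5 Mb from the middle. Selection of weak pairs by the call threshold is argued against by a rho of −0.49 (SE 0.030) at a mean of 10 or more. A candidate explanation is more Gbn at 48 h, which at a fixed number of reads would fill weak places and lower the share of reads at those already filled. A difference in immunoprecipitation or in library complexity cannot be told apart from it with 1 library per stage. The paper reports a strong rise in transcription of the Gbn gene from vegetative to aerial growth, measured as RNA in separate wild-type cultures. It also reports that repeated ChIP-Seq on samples younger than 25 h pulled down no DNA. These reports bear on both explanations and do not separate them. Per the labels, mycelium of more plates was collected at 25 h than at 48 h, so the number of plates also differed with the stage. At 199 reads per possible start at the 25 h summit of highest pileup, copies made by PCR were not separable from fragments.

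Of the 962 pairs with a fold enrichment above 10 in at least 1 list and summits within 100 bp, 46 were over 2-fold higher and 39 over 2-fold lower at 48 h, as listed. Over 3-fold, 0 were higher and 18 lower. Relative to the median ratio of all pairs, 9 were over 2-fold higher and 74 over 2-fold lower. A different total DNA background around changed pairs is argued against as their cause. Of the 182 pairs beyond 2-fold of the median ratio with summits within 100 bp, 85.2% stayed beyond 2-fold of the median pileup ratio, which uses no total DNA. With the planned scaling, which also moved the centre by 0.49, 44.1% of 238 pairs stayed beyond 2-fold. What the places that fell have in common was not analysed here, and a growth-stage difference at them remains open and untested.

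Regions in 1 list only had low fold enrichment. At 48 h 92.9% of them, and at 25 h 66.1%, were below the lower quartile of the shared regions. That does not place them at the call threshold on q, since 1 of the 357 regions at 25 h and 23 of the 452 at 48 h had a −log10 q under 100. MACS also requires a region to be at least as long as d, and 61.3% and 69.5% of them were within 50 bp of that length, against 20.6% and 10.5% of the shared regions. A threshold on length or q crossed in 1 list only and a change in signal cannot be told apart, because the signal of the other library at these places was not analysed here. A threshold alone is argued against for 14 of the 25 h-only regions, which lay at or above the shared median. Their median fold enrichment was 7.58, while 5% of the 48 h regions were called at a value below 2.41. The strongest of them, with 13.4 at 1388773 to 1389043, was the 1 strong region without a partner. An entry of the same fold enrichment is among the values quoted from the study above, with a lower value at 48 h at a summit that was not called.

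Pileup changed along the chromosome between the time points. The median log2 ratio was lower within 1 Mb of the middle than over 2.5 Mb away by −0.40 (SE 0.046 over 100 kb blocks) for ChIP pileup and by −0.28 (SE 0.020) for total DNA background, in separate libraries. This is consistent with more copies of the chromosome centre, relative to the ends, at 25 h than at 48 h, as replication during growth would give. The sizes differ, and the background cannot lie below the genome mean by construction, which shortens its range in the outer part. Fold enrichment kept a difference of −0.10 (SE 0.040). A bias of the libraries by GC content was not tested.

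The rise of total DNA at 25 h was broken in 2 stretches. Within 1 Mb of the middle, 38 of 38 summits at 25 h with a background under 5% above the genome mean lay at 5071609 to 5093304 and at 5127677 to 5147611. Their medians were 1.008 and 1.00, against 1.35 within 150 kb around. At 48 h no summit in either stretch was that low, and the medians were 1.18 and 1.14, while 17 summits elsewhere within 1 Mb of the middle were. Crowding of regions is argued against, because 18 other summits with at least 10 summits within 5 kb had a background above their surroundings by a median log2 of 0.051, while 22 inside the stretches had −0.27. Fewer copies of these stretches in the 25 h culture may explain it, and then the pileup ratio should be higher inside. It was higher by 0.32, with an SE of 0.21 from 30 pairs, against 0.38 for the background ratio, which is too wide to decide. Copy number and a fault of the 25 h total DNA library therefore cannot be told apart. Other causes of a local loss from total DNA were not examined. The pair that fell most with close summits, at 5093170 to 5093445, lies at the edge of the first stretch. Its pileup went from 5263 to 1150 reads (log2 −2.19), so most of its log2 fall of −2.46 was in the ChIP signal and not in the background.

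Summits at the chromosome ends were mirrored. Within 19.9 kb of the left end, 6 of 6 summits at 25 h and 11 of 12 at 48 h had a counterpart at the right end, to within 5 bp of a common sum of positions of 8667507. Their pileups differed by at most 0.12 on the log2 scale at 25 h and 0.070 at 48 h, while randomly paired summits differed by a median of 1.20 and 1.19. The next summit, at 21618 at 25 h and 21620 at 48 h, had none, and elsewhere 7 and 5 summits were mirrored where chance gives 5.06 and 5.39. Reads shared between identical end sequences, placed at either end at random, would give such values. If so, regions there are counted at both ends and each value is a mean over them. The sequence and the reads, which could show this, were not used here.

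Regions at 48 h were wider than their 25 h partners by a median of 46 bp. Single-summit pairs with the same fold enrichment within 0.1 log2 differed by a median of 29 bp (95% interval 27 to 31 bp). This is more than the 17 bp by which the modelled fragment was longer at 48 h. Reads extend to both sides of a site, however, and a widening in proportion to the fragment length would give 33.02 bp. A longer modelled fragment therefore cannot be told apart from binding over a longer stretch without the reads.

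Strong regions had 66.8% in the core at 25 h (p 0.058) and 66.2% at 48 h (p 0.014), so the excess in the core was not limited to weak regions in the 48 h list. More reads in the chromosome centre cannot be told apart from denser binding, because the background in the arms cannot lie below the genome mean, which can lower fold enrichment there. Where binding motifs lie was not analysed here, so their density remains an open and untested explanation.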
